A study of Mus musculus with 40 samples. Its data were reported in "The nuclear periphery confers repression on H3K9me2-marked genes and transposons to shape cell fate" (2025).

How the data were processed

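Total RNA was sequenced from 40 cultures of XY mouse embryonic stem cells (mES cells) and of epiblast-like cells (EpiLCs) derived from them. mES cells were kept in the naive state with inhibitors of MEK and GSK3 and with LIF. EpiLCs, a culture model of the epiblast at the time of implantation, were harvested 48 h after transfer to medium with 20 ng/mL FGF and 12 ng/mL Activin. Wild type (WT) cells were compared with cells lacking the lamin B receptor LBR (LBRKO), cells lacking all lamins through deletion of *Lmna*, *Lmnb1* and *Lmnb2* (TKO), and cells in which *Lbr* was also disrupted on the TKO background (QKO). Each stage held 8 WT libraries and 4 libraries of each mutant, every library from its own culture well, so that spread between libraries of a mutant is spread between wells and not between independently derived lines. The labels do not say which LBRKO clone a library came from, and QKO cells were a single clone made from TKO cells.

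The deposited tables hold raw counts for genes, for families of transposable elements (TEs) and for single TE copies, without normalisation. The authors trimmed reads with cutadapt 2.5, mapped them to GRCm39 with STAR 2.7.10a and the GENCODE M30 annotation, and counted reads with a single alignment over genes and over TE copies with featureCounts 1.6.4. The table of TE families was made with TEcount 2.2.3 from alignments that allowed up to 100 positions per read, which spreads a read over the copies it matches. The strand setting of the counting was not given in the sources used here, so values of genes that overlap or run antisense to a neighbour are uncertain. Multigene families (*Zscan4*, *Usp17l*, *H2-T*, *Slfn*, *Phf11*, *Tdpoz*) share reads, and their single members are uncertain for the same reason. Positions are from GENCODE M39 on GRCm39. Of 56748 gene identifiers, 56017 were found there, and 55857 of these lay on the same chromosome within 100000 bp of the span given in the gene table.

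Genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, low counts removed by filterByExpr on the 8 groups) in R 4.3.3, with all 40 libraries in a single model with a mean per group. Of the genes, 23399 were tested. A gene counted as changed when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change over 2. Errors of log2 fold changes are standard errors, and errors of CPM (counts scaled to the TMM-adjusted library size) are standard deviations between libraries. TE families were tested in the same way, with genes and families in a single model, and 1142 families were tested. The 776 copies of the young LINE-1 subfamily L1MdA_I that passed the filter in the table of single copies were tested with the gene table's scaling, and copies were counted over 10-fold. The share of counts that fell on TEs was compared between groups by a two-sided exact permutation test over all splits of the libraries, with values adjusted over all shares compared (all TEs, LINEs, SINEs and LTR elements in 7 comparisons). Data tables were read with data.table (1.17.8) and spans compared with GenomicRanges 1.54.1.

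Mutants were compared with WT of the same stage, QKO with TKO, and WT EpiLCs with WT mES cells. Interaction terms tested whether the change in QKO differed from the sum of the changes in LBRKO and TKO on the log2 scale, and whether the passage from mES cells to EpiLCs differed between a mutant and WT. Gene lists were tested with camera from limma 3.58.1 (preset correlation 0.01), adjusted over the 21 lists, and again with a correlation estimated from the data. The lists were naive, core and primed pluripotency, primitive endoderm, trophectoderm, 2-cell-like genes, mesendoderm and gastrulation, neural genes, retrotransposon silencing, germline, H3K9 methylation and heterochromatin, antiviral innate immunity, p53 targets, cholesterol synthesis, nuclear envelope, imprinted genes, fibroblast genes, Y-linked genes, mitochondrially encoded genes, the targeted genes, and genes named in the text of the study. The TE lists were young LINE-1, IAP, ETn and MusD, MERVL and MT2, SINE B1 and B2, satellites, and endogenous retroviruses of the ERVK class named in the study. Lists and the tests of these comparisons were chosen before the data were examined, and later choices are named where they are reported. The patterns of 2 ERVK names were then widened to accept the suffix used in the table. The lists of items named in the study were chosen by its authors on these samples and are not independent evidence of a direction.

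Named genes followed a rule: the targeted genes, list members, and per comparison the genes with the highest and lowest fold among those that passed, had no overlap between the groups' libraries, reached a mean of 5 CPM in the higher group and had a gene symbol other than a clone or accession name. The rule took 10 in each direction for WT EpiLCs against WT mES cells and for QKO against WT, and 5 elsewhere, with TE families by the same rule at 1 CPM. For interactions the condition on overlap was not applied. Some genes that the rule picks are not reported here. Folds against a group with no reads are lower bounds at a floor of 3 reads over the group, and genes with 1 to 3 reads in a group are given as levels. Intervals and floors cover counting error only.

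The libraries fell into 2 sets by depth: 24 libraries at 22.6 to 33.6 M gene counts (WT replicates 1 to 4, TKO and QKO) and 16 at 39.4 to 48.9 M (WT replicates 5 to 8 and LBRKO). The labels give no batch, so these sets were taken as a possible batch from the counts alone. Each mutant was therefore also compared with the 4 WT libraries of its own depth set, which is called the matched WT below. Replicate numbers did not pair libraries across groups: at most 2 of 4 pairs had a residual correlation above 0.1, with values from -0.191 to 0.281. Simulated data with 200 genes raised or lowered 3-fold in the QKO mES comparison gave 196 recovered and 6 false calls. As many TE families gave 197, and changed copies 157 of 200 at 30-fold with 0 false calls among the 546 copies run. A rise alone was not simulated. A comparison with no change added gave 0 calls. Alternatives were DESeq2 1.42.0, its size factors, no count filter, only the groups compared, replicate number as a block, either WT set alone, other scalings of TE counts, copies outside genes only, a list correlation estimated from the data, chromosomes 6, 8 and Y left out, and each library left out in turn. A term for depth set and the omission of 5 doubted libraries were added after seeing the data.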

Results

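RNA abundance was measured in 40 libraries from 8 groups, 4 genotypes in each of 2 stages of culture, with 8 libraries for WT and 4 for each mutant at each stage. Counts assigned to genes per library were 37.2 ± 7.32 M in WT mES cells (SD, n = 8), 44.7 ± 3.98 M in LBRKO (n = 4), 29.95 ± 2.83 M in TKO (n = 4) and 27.3 ± 2.78 M in QKO mES cells (n = 4). In EpiLCs they were 38.3 ± 9.13 M in WT (n = 8), 45.0 ± 3.11 M in LBRKO, 27.8 ± 4.37 M in TKO and 28.9 ± 3.16 M in QKO (n = 4 each), and single libraries ran from 22.6 to 48.9 M. Between 26972 and 31946 genes had at least 1 read in a library. The first principal component, which parted mES cells from EpiLCs, held 58.1% of the variance. Unless stated otherwise, errors are SE for log2 fold changes and SD for CPM, with n = 8 for WT and n = 4 for each mutant, and a gene or TE family that rose or fell passed both the adjusted p and the 2-fold threshold. A change described as not past the thresholds missed at least 1 of them.

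The targeted genes were examined first, to see what was left of each transcript. *Lmnb1* (ENSMUSG00000024590.9, chromosome 18, 56840885 to 56886496, GRCm39), which encodes lamin B1, had 515 ± 21 CPM in WT mES cells, 8.47 ± 0.261 CPM in TKO and 13.8 ± 1.49 CPM in QKO mES cells. In EpiLCs it had 516 ± 17.6 CPM in WT, 0.840 ± 0.273 CPM in TKO and 1.83 ± 0.194 CPM in QKO. *Lmnb2* (ENSMUSG00000062075.14, chromosome 10, 80737037 to 80754079), for lamin B2, went from 105 ± 7.14 CPM in WT mES cells to 4.30 ± 0.352 CPM in TKO and 2.58 ± 0.797 CPM in QKO, and from 95.9 ± 3.83 CPM in WT EpiLCs to 2.57 ± 0.700 and 1.48 ± 0.329 CPM. *Lmna* (ENSMUSG00000028063.16, chromosome 3, 88387454 to 88417263), for lamins A and C, kept more of its reads: 57.8 ± 8.32 CPM in WT mES cells, 15.9 ± 1.37 CPM in TKO and 19.07 ± 1.70 CPM in QKO. *Lmna* was lower in WT EpiLCs, at 11.3 ± 1.16 CPM, where the mutant levels of 7.75 ± 0.424 CPM in TKO and 8.38 ± 1.05 CPM in QKO were not 2-fold lower. *Lbr* (ENSMUSG00000004880.12, chromosome 1, 181642900 to 181670611), for the lamin B receptor, stayed well expressed at the RNA level in cells with a disrupted gene. It had 372 ± 20.6 CPM in WT mES cells, 209 ± 64.4 CPM in LBRKO and 237 ± 1.49 CPM in QKO mES cells, and 429 ± 58, 306 ± 107 and 277 ± 17.1 CPM in the matching EpiLCs. The LBRKO libraries fell into pairs, with 274 and 253 CPM in mES replicates 1 and 2 against 145 and 162 CPM in replicates 3 and 4, and with 403, 392, 196 and 233 CPM in EpiLC replicates 1 to 4. Without library LBRKO mES 1 the fall of *Lbr* in LBRKO mES cells passed 2-fold (log2 fold change -1.01, against -0.83 ± 0.14 with all). In TKO cells *Lbr* had 353 ± 16.6 CPM in mES cells and 367 ± 21.8 CPM in EpiLCs.

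**Figure D1:**
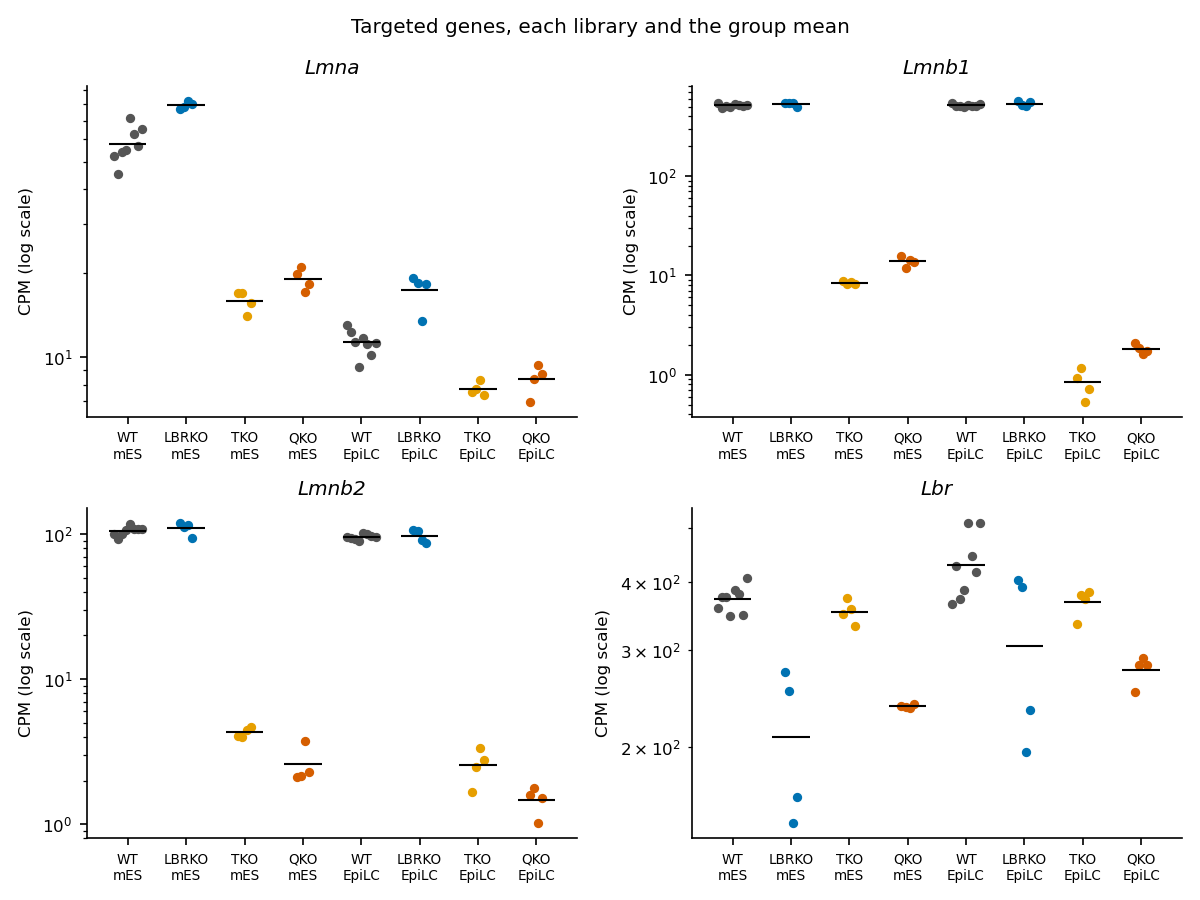
CPM of the 4 targeted genes on a log axis, with each point a library and each bar the mean of a group, for the 8 groups of libraries. Lamin transcripts lie low in TKO and QKO, with *Lmnb1* at 0.840 CPM in TKO EpiLCs against 516 CPM in WT, whereas *Lbr* lies at 209 CPM in LBRKO mES cells against 372 CPM in WT.

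WT EpiLCs were compared with WT mES cells to describe the passage from naive to primed pluripotency against which the mutants are read. *Fgf5* (ENSMUSG00000029337.3, chromosome 5, 98402043 to 98424889), a growth factor of the formative epiblast, rose from 0.0949 ± 0.0709 to 146 ± 8.63 CPM (log2 fold change 10.53 ± 0.12, adjusted p = 1.01e-40). *Enpp2* (ENSMUSG00000022425.17, chromosome 15, 54702297 to 54816288), which encodes the secreted lipid enzyme autotaxin, rose from 0.0364 ± 0.0405 to 72.5 ± 8.49 CPM (10.91 ± 0.17). *Prdm14* (ENSMUSG00000042414.8, chromosome 1, 13183681 to 13197387), a transcription factor of naive pluripotency, fell from 53.2 ± 3.83 to 0.0990 CPM (-9.03 ± 0.17, adjusted p = 4.29e-36). Of 13 primed genes 12 rose, among them *Pou3f1*, a POU factor of the epiblast (7.44 ± 0.12), *Dnmt3b*, a de novo DNA methyltransferase (4.32 ± 0.10), and *Otx2*, a homeobox factor of the epiblast (3.74 ± 0.26). *Otx2* stood at 2.87 with WT replicates 1 to 4 alone and 5.34 with replicates 5 to 8. All 14 naive genes fell, with *Tfcp2l1* at -6.66 ± 0.14, *Klf4* at -4.97 ± 0.17 and *Nanog* at -3.39 ± 0.14. Of 6 core pluripotency genes 3 rose and 1 fell, *Sox2* (-2.48 ± 0.07), and *Pou5f1* was not past the thresholds (0.35 ± 0.08). Counts for these lists were the same adjusted over the list alone. The naive and primed lists were past camera's threshold (adjusted p = 3.4e-38 and adjusted p = 1.63e-33) and stayed so with an estimated correlation (adjusted p = 4.04e-09 and adjusted p = 1.17e-08).

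Other lists showed how broad the passage was. Of 28 imprinted genes 20 rose and 1 fell (adjusted p = 1.09e-06, with estimated correlation adjusted p = 0.02), with *Dlk1*, a Notch ligand homologue, at 5.25 ± 0.24 and the noncoding RNA *H19* at 3.90 ± 0.23. Of 25 antiviral genes 7 rose and 11 fell (adjusted p = 0.00526, with estimated correlation adjusted p = 0.04), with the RNA sensor *Oas1a* at -5.68 ± 0.13. Trophectoderm genes showed 3 higher and 7 lower of 12 (adjusted p = 0.0077, estimated adjusted p = 0.0255), *Tfap2c* at -5.51 ± 0.13, and fibroblast genes 6 higher and 1 lower of 8 (adjusted p = 0.0077, estimated adjusted p = 0.0239). All 11 2-cell-like genes rose (adjusted p = 0.0077), with *Zscan4c* going from 0.222 to 2.77 CPM, a call lost with an estimated correlation (adjusted p = 0.132). *Zscan4c* rose by 3.53 ± 0.37 with all WT libraries, 5.57 with replicates 1 to 4 and 2.78 with replicates 5 to 8. Retrotransposon silencing genes showed 8 higher and 2 lower of 14, with *Dnmt3l*, a cofactor of de novo methylation, at 2.65 ± 0.09 and *Morc1*, a repressor of transposons in the male germline, at -2.85 ± 0.05. Germline genes showed 9 higher and 2 lower of 14, with *Tdrd1* at 6.18 ± 0.14. Both calls (adjusted p = 0.00526) were lost with an estimated correlation (adjusted p = 0.0869 and adjusted p = 0.115). Lists with no call were primitive endoderm (8 higher and 6 lower of 19), mesendoderm and gastrulation (4 and 4 of 15), neural genes (9 and 1 of 13), H3K9 methylation and heterochromatin (3 and 1 of 22), p53 targets (1 and 2 of 19), cholesterol synthesis (0 and 1 of 21), Y-linked genes (1 and 1 of 6), targeted genes (1 lower) and genes named in the text of the study (4 and 5). None of 16 nuclear envelope genes and none of 10 mitochondrially encoded genes changed by edgeR. For these and for later lists of genes or TEs with no changed member, 0 members passed at an unadjusted p under 0.05 with the same fold and 0 passed by DESeq2, unless stated. In all, 4270 genes rose and 3007 fell of 23399, against 3993 and 2828 with WT replicates 1 to 4 alone and 4076 and 2888 with replicates 5 to 8 alone.

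Among transposable elements the passage moved individual families in both directions. MERVL-int, the internal part of a retrovirus expressed in 2-cell embryos, rose from 64.0 ± 17.9 to 185 ± 33.5 CPM (1.53 ± 0.13, adjusted p = 4.05e-13), as the only called member of 3 in its list, and stood at 0.98 with WT replicates 5 to 8 alone, no longer past 2-fold. MMETn-int rose (1.08 ± 0.05, and 0.98 with those 4 replicates) with 1 other of 5 ETn and MusD families, and SYNREP_MM rose (1.68 ± 0.30) as the only 1 of 3 listed satellites. IAPEy-int (-1.41 ± 0.11) was 1 of 2 lower among 25 IAP families, and RLTR45-int fell (-1.65 ± 0.11) with ERVB4_2-I_MM (-1.07 ± 0.10, and -0.84 with WT replicates 1 to 4 alone) among the 4 ERVK families named in the study. No young LINE-1 family of 8 and no B1 or B2 family of 13 changed, with medians of 0.43 and 0.16. Of 1142 families 27 rose and 25 fell, of which the higher count was 36 with WT replicates 1 to 4 and 14 with replicates 5 to 8. Of 776 L1MdA_I copies 21 rose over 10-fold, and 68 and 29 did with the 2 sets of WT libraries alone.

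LBRKO mES cells were compared with WT mES cells to see what the loss of LBR alone did in the naive state. *Lefty1* (ENSMUSG00000038793.9, chromosome 1, 180762587 to 180765965) and its neighbour *Lefty2* (ENSMUSG00000066652.6, chromosome 1, 180720673 to 180726668), secreted antagonists of Nodal, fell together. *Lefty1* went from 20.6 ± 11.8 to 0.0664 ± 0.0301 CPM (-8.16 ± 0.61, adjusted p = 6.56e-14) and *Lefty2* from 22.6 ± 10.2 to 0.146 ± 0.0334 CPM (-7.22 ± 0.35), and against the matched WT their changes were -7.12 and -6.48. *Dnmt3l* (ENSMUSG00000000730.14, chromosome 10, 77877781 to 77899456) rose from 23.2 ± 4.85 to 171 ± 6.25 CPM (2.88 ± 0.10, adjusted p = 1.5e-24), and *Dab2*, an endocytic adaptor of the endoderm, rose from 1.26 ± 0.223 to 5.93 ± 1.41 CPM (2.23 ± 0.18). *Otx2* fell from 9.13 ± 6.53 to 0.561 ± 0.106 CPM (-3.99 ± 0.47), and against the matched WT its change was -2.49. Primitive endoderm genes showed 5 higher and 2 lower of 19 (adjusted p = 0.00481, estimated adjusted p = 0.0291): the nuclear receptor *Hnf4a* (1.40 ± 0.20) and the collagen *Col4a1* (1.17 ± 0.11) rose, whereas *Fgfr2*, an FGF receptor, fell (-2.45 ± 0.18). Calls that also held with an estimated correlation were trophectoderm (2 higher and 1 lower of 12, adjusted p = 0.0156), mesendoderm (4 and 1 of 15, adjusted p = 0.0294) and, downward, neural genes (2 and 4 of 13, or 2 and 5 adjusted over the list alone, adjusted p = 0.0143), with *Pax6* at -2.51 ± 0.29.

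In the 2-cell-like list 8 of 11 genes fell in LBRKO mES cells, or 10 adjusted over the list alone (adjusted p = 0.00154), but the call was lost with an estimated correlation (adjusted p = 0.113). The same held for naive genes (1 lower of 14), primed genes (2 lower of 13) and silencing genes (1 higher and 3 lower of 14), with adjusted p = 0.113, 0.113 and 0.142. For the last list camera's direction was up, with a mean of 0.07 and a median of -0.07. Genes named in the text of the study, which are not independent evidence, showed 5 higher and 3 lower, or 5 and 4 adjusted over the list alone (estimated adjusted p = 0.0598). In all 716 genes rose and 761 fell, 593 and 629 against the matched WT. Of 1142 TE families 6 rose and 1, RLTR13G, fell (-1.07 ± 0.27, adjusted p = 0.00276). Against the matched WT none rose by edgeR (3 at an unadjusted p under 0.05) and RLTR13G was no longer past the thresholds (-0.57, adjusted p = 0.0617), nor was it without library WT mES 1 (-0.99). The only family that fell against the matched WT was ERVB4_2-I_MM (-1.01, adjusted p = 1.01e-07), 1 of the 4 ERVK families named in the study, at -0.82 ± 0.12 with all WT. With all WT none of the 7 TE lists held a changed family, with medians from -0.56 to 0.32, and no L1MdA_I copy rose over 10-fold (0 higher and 10 lower at an unadjusted p under 0.05, 0 higher and 4 lower by DESeq2).

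TKO mES cells were compared with WT mES cells to see what the loss of all lamins did in the naive state. *Apoa2* (ENSMUSG00000005681.13, chromosome 1, 171052623 to 171053948), an apolipoprotein, rose from 0.0544 ± 0.0477 to 5.43 ± 0.520 CPM (6.63 ± 0.37, adjusted p = 3.77e-18, and 6.01 against the matched WT). *Nod1* (ENSMUSG00000038058.15, chromosome 6, 54900934 to 54949597), a sensor of bacterial peptidoglycan, rose from 2.40 ± 0.942 to 49.7 ± 3.93 CPM (4.34 ± 0.16, and 4.99 against the matched WT). *Slc38a4* (ENSMUSG00000022464.15, chromosome 15, 96892701 to 96953837), an imprinted amino acid transporter, rose from 7.16 ± 1.11 to 141 ± 6.28 CPM (4.30 ± 0.09, adjusted p = 1.08e-32). *Sox11* (ENSMUSG00000063632.7, chromosome 12, 27384263 to 27392573), a transcription factor of neural precursors, fell from 24.1 ± 5.79 to 2.25 ± 0.397 CPM (-3.42 ± 0.15). It was 1 of 3 lower of 13 neural genes (adjusted p = 0.00131, estimated adjusted p = 0.0085). Primitive endoderm genes fell in 5 of 19 cases (adjusted p = 0.00422, estimated adjusted p = 0.0247), with *Fgfr2* at -2.26 ± 0.18, *Dab2* at -1.70 ± 0.26 and the laminin *Lamb1* at -1.17 ± 0.09. Naive genes as a list gave no call, and *Nanog* stood at 0.03.

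Of 11 2-cell-like genes 9 fell in TKO mES cells (adjusted p = 0.00519, lost with an estimated correlation at adjusted p = 0.348), and of 6 Y-linked genes 2 rose, *Kdm5d*, a histone demethylase (1.91 ± 0.21), and *Zfy1*, a zinc finger gene (1.82 ± 0.18) (adjusted p = 0.00131, lost at adjusted p = 0.088). The p53 and cholesterol lists were past camera's threshold downward with no member past 2-fold, and neither call held with an estimated correlation (adjusted p = 0.171 and adjusted p = 0.564). Of 25 antiviral genes 1 rose and 6 fell, with no call for the list, and the RNA sensor *Ifih1* was at -2.70 ± 0.50. In all 628 genes rose and 881 fell, 595 and 699 against the matched WT. The share of all counts that fell on TEs was 9.26 ± 0.550% against 7.60 ± 0.966% in WT (exact permutation p = 0.00808, adjusted p = 0.0206). Against the matched WT the difference was 2.05 points (exact permutation p = 0.0286, the smallest that 70 splits allow), and against WT replicates 5 to 8 it was 1.28 points and no longer past the threshold (exact permutation p = 0.114). Background reads, on ancient TEs at least 50 kb from genes, were 12.6 ± 1.62 per Mb per M reads against 9.23 ± 1.34 in WT.

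L1MdA_I, a young LINE-1 subfamily, rose from 231 ± 64.8 to 1941 ± 94.2 CPM in TKO mES cells (3.07 ± 0.15, adjusted p = 2.09e-19), and MMERGLN-int, a gammaretrovirus, rose from 3.88 ± 1.46 to 85.1 ± 2.94 CPM (4.48 ± 0.21). Of 8 young LINE-1 families 3 rose, and of the 4 ERVK families named in the study 3 rose, RLTR45-int at 1.62 ± 0.12, ERVB4_3-I_MM at 1.94 ± 0.25 and ERVB4_2-I_MM at 1.32 ± 0.11. Of 25 IAP families 1 rose, and IAPEz-int stood at -0.08. In all 24 families rose and 1 fell, against 41 higher with the matched WT. Among single L1MdA_I copies, 466 of 776 rose over 10-fold, 482 against the matched WT, and 739 rose over 2-fold.

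QKO mES cells were compared with WT mES cells to see what the loss of lamins and LBR together did in the naive state. *Kdm5d* (ENSMUSG00000056673.15, chromosome Y, 897788 to 956786) rose from 0.449 ± 0.169 to 19.3 ± 1.5 CPM (5.41 ± 0.20, adjusted p = 1.36e-24) and *Zfy1* by 3.47 ± 0.18. These were 2 of 6 Y-linked genes called (adjusted p = 1.04e-10, estimated adjusted p = 0.000577). *Apoa2* rose to 6.41 ± 0.765 CPM (6.87 ± 0.36, matched 6.25) and *Nod1* to 60.2 ± 5.66 CPM (4.61 ± 0.16, matched 5.27). *Platr15*, a noncoding RNA, rose to 22.3 ± 3.71 CPM (6.83 ± 0.33), and *Dnmt3l* to 113 ± 7.22 CPM (2.28 ± 0.10). *Krt17* (ENSMUSG00000035557.10, chromosome 11, 100147043 to 100151855), an epithelial keratin, fell from 9.69 ± 2.30 to 0.0975 CPM (-6.57 ± 0.31, adjusted p = 7.73e-21), and *Calca*, which encodes calcitonin and its related peptide, fell from 18.8 ± 1.68 to 0.53 CPM (-5.15 ± 0.16). *Fgfr2* (ENSMUSG00000030849.19, chromosome 7, 129764181 to 132725079) fell from 8.87 ± 1.15 to 0.450 ± 0.120 CPM (-4.27 ± 0.22), the largest fall among 19 primitive endoderm genes with *Dab2* (-2.22 ± 0.28) and the GATA factor *Gata4* (-1.57 ± 0.14). Of that list 8 fell, or 9 adjusted over the list alone, and 1 rose (adjusted p = 0.000947, estimated adjusted p = 0.00541). Its members *Gata6* (0.38) and *Pdgfra* (0.79 ± 0.27) were not past the thresholds, though *Pdgfra* passed against the matched WT (1.31).

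Neural genes showed 1 higher and 6 lower of 13 in QKO mES cells (adjusted p = 0.00245, estimated adjusted p = 0.00793), with *Sox11* at -4.50 ± 0.18. Cholesterol synthesis genes fell in 3 of 21 cases, among them the sterol regulator *Insig1* (-1.18 ± 0.08), with a call that was lost with an estimated correlation (adjusted p = 1.1e-07 and adjusted p = 0.331). Without a call for the list, 4 germline genes rose and 2 fell, 5 imprinted genes rose and 4 fell, and 2 silencing genes rose, *Dnmt3l* and the piRNA factor *Piwil2* (1.81 ± 0.08), while 2 fell and *Morc1* stood at -0.05. Also without a call, 7 of 25 antiviral genes fell, with *Bst2*, which tethers virions to the cell, at -1.69 ± 0.16, 6 of 11 2-cell-like genes fell, or 7 adjusted over the list alone, and 1 of 14 naive genes rose, with *Nanog* at 0.02. The p53 targets *Cdkn1a* (-0.44) and *Mdm2* (0.03) were not past the thresholds, and no p53 target or mitochondrially encoded gene was. In all 2478 genes rose and 1558 fell, 2677 and 1517 against the matched WT.

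RLTR45-int, an ERVK retrovirus, rose in QKO mES cells from 51.4 ± 8.49 to 1093 ± 36.4 CPM (4.41 ± 0.13, adjusted p = 2.29e-27), and ERVB4_2-I_MM from 11.6 ± 2.04 to 176 ± 14.5 CPM (3.92 ± 0.11). All 4 ERVK families named in the study, which are not independent evidence, rose. L1MdA_I rose to 2540 ± 157 CPM (3.46 ± 0.15, adjusted p = 1.59e-21), and 7 of 8 young LINE-1 families rose with a median of 1.43. Of 25 IAP families 15 rose, IAP1-MM_I by 1.57 and IAPEy-int by 1.81 ± 0.13, while IAPEz-int stood at 0.16 ± 0.08. Of 13 B1 and B2 families 2 rose, of 5 ETn and MusD families 2 rose, and none of the 3 listed satellites (2 of all 7 satellite families) and no listed MERVL family did, though MERVL-int passed against the matched WT (1.17). Of 1142 families 287 rose and none fell by edgeR (0 lower at an unadjusted p under 0.05, 337 higher and 0 lower by DESeq2), 201 of them among 603 LTR families, 41 among 189 LINE families and 34 among 273 DNA transposon families. Against the matched WT the number that rose was 597. The medians of all classes were above 0, at 0.89 for LTR, 0.82 for LINE, 0.73 for SINE, 0.69 for DNA and 0.64 for satellites. Of 776 L1MdA_I copies 614 rose over 10-fold, 597 against the matched WT. A copy outside genes (chromosome 13, 50169212 to 50175750) had 0.0214 CPM in WT, 10.1 ± 0.942 CPM in TKO and 11.7 ± 0.959 CPM in QKO mES cells, and a copy inside *Zfhx3* (chromosome 8, 109064427 to 109071422) had 5.48 ± 1.91 CPM in QKO and 3 reads over the 8 WT libraries.

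The share of counts on TEs was 12.6 ± 1.00% in QKO mES cells, above all 8 WT libraries in 4 of 4 (exact permutation p = 0.00202, the smallest that the splits allow, adjusted p = 0.00707), 5.43 points above the matched WT (exact permutation p = 0.0286, adjusted p = 0.04). In LBRKO mES cells it was 8.67 ± 0.907% (exact permutation p = 0.0909, adjusted p = 0.134). In EpiLCs the share was 8.51 ± 0.985% in WT and 9.56 ± 2.26% in LBRKO (exact permutation p = 0.291), a difference of -0.00210 points without library LBRKO EpiLC 3 and 1.62 without LBRKO EpiLC 2. It was 9.62 ± 0.132% in TKO (exact permutation p = 0.0465, not past the threshold after adjustment at adjusted p = 0.0867) and 13.9 ± 0.299% in QKO (exact permutation p = 0.00202, adjusted p = 0.00707), the last 5.30 points above the matched WT. Background reads were 18.4 ± 1.70 per Mb per M in QKO mES cells against 9.23 ± 1.34 in WT, and 10.6 ± 1.81 in QKO EpiLCs against 7.38 ± 1.67 in WT. The share of mitochondrially encoded reads was 1.14 ± 0.185% in QKO against 0.749 ± 0.134% in WT mES cells, and 1.22 ± 0.367% against 0.656 ± 0.0881% in EpiLCs.

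**Figure D2:**
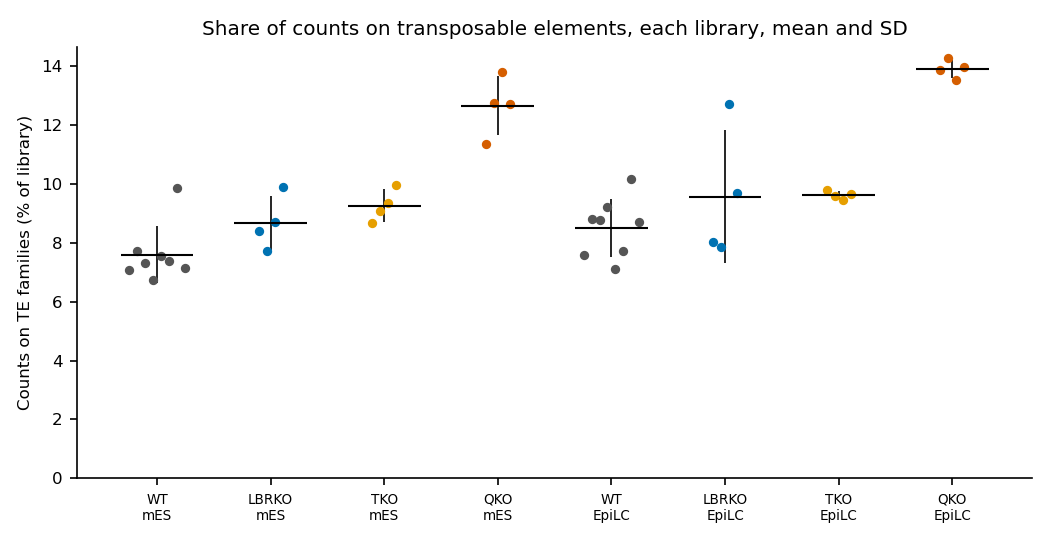
Percentage of all counts that fell on TEs, with each point a library and each bar the mean of a group, for the 8 groups. The 4 QKO libraries of each stage lie above all others of that stage, with means of 12.6% in mES cells and 13.9% in EpiLCs.

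QKO was compared with TKO mES cells, which come from the same sequencing depth, for what the disruption of *Lbr* added to the loss of lamins. *Kdm5d* rose by 3.5 ± 0.23 and *Zfy1* by 1.65 ± 0.21, the 2 called of 6 Y-linked genes (adjusted p = 6.98e-10, estimated adjusted p = 0.00182). *Platr15* rose from 1.45 to 22.3 CPM (3.94 ± 0.37), *Calca* fell further (-3.49 ± 0.18), *Fgfr2* fell further (-2.01 ± 0.26, adjusted p = 7.8e-08), and *Slc38a4* fell from 141 to 25.0 CPM (-2.49 ± 0.11). Cholesterol synthesis genes (1 lower of 21), primitive endoderm genes (1 higher and 2 lower, or 1 and 3 adjusted over the list alone), germline genes (3 and 1 of 14) and p53 targets (1 higher) gave calls that an estimated correlation ended (adjusted p = 0.423, 0.108, 0.423 and 0.425). No 2-cell-like gene was called by edgeR, against 2 at an unadjusted p under 0.05 and 1 by DESeq2. Genes numbered 956 higher and 496 lower. Of TE families 51 rose and none fell (3 lower at an unadjusted p under 0.05, 0 by DESeq2), led by RLTR45-int at 2.79 ± 0.15 and ERVB4_2-I_MM at 2.60 ± 0.13. L1MdA_I stood at 0.39 ± 0.17 (adjusted p = 0.107), and 3 of its copies rose over 10-fold.

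An interaction term asked whether the QKO change in mES cells differed from the sum of the LBRKO and TKO changes, and it passed for 959 genes above and 796 below the sum. *Lefty2* (7.14 ± 0.43) and *Lefty1* (6.57 ± 0.81, and 5.52 with WT replicates 5 to 8), which fell in LBRKO, lay above the sum, as did *Zfy1* (4.63 ± 0.35). *Krt17* (-4.26 ± 0.40), *Dab2* (-2.75 ± 0.41), *Col4a1* (-2.14 ± 0.19), *Dnmt3l* (-1.92 ± 0.15) and *Gata4* (-1.88 ± 0.19) lay below it. Of 19 primitive endoderm genes 1 lay above and 6 below, or 7 adjusted over the list alone (adjusted p = 0.000102, estimated adjusted p = 0.00174), and of 12 trophectoderm genes 1 lay above and 5 below (adjusted p = 0.008, estimated adjusted p = 0.0217). Of 1142 TE families 30 lay above the sum.

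LBRKO EpiLCs were compared with WT EpiLCs to see what the loss of LBR did after the passage. *Nr0b1* (ENSMUSG00000025056.5, chromosome X, 85235370 to 85239553), a nuclear receptor of naive cells, rose from 6.79 ± 1.13 to 46.4 ± 13.1 CPM (2.77 ± 0.17, adjusted p = 3.4e-16). *Esrrb* (ENSMUSG00000021255.18, chromosome 12, 86407891 to 86568402), another, rose from 16.0 ± 2.08 to 79.8 ± 15.8 CPM (2.32 ± 0.09), and *Zfp42*, known as REX1, rose from 22.6 to 65.3 CPM (1.53 ± 0.13). In all 6 of 14 naive genes rose and none fell (adjusted p = 3.91e-16, estimated adjusted p = 4.49e-05), while *Nanog* stood at -0.47. No primed gene was past 2-fold, but the list was lower (adjusted p = 3.83e-05, estimated adjusted p = 0.0211), with *Fgf5* at 85.7 ± 5.00 against 146 ± 8.63 CPM (-0.77 ± 0.08). *Otx2* stood at -0.95 ± 0.29 and passed against the matched WT (-1.04), as did *Tfcp2l1* (0.88 ± 0.14 and 1.03). Each also passed without a single library, *Otx2* without LBRKO EpiLC 1 (-1.0) and *Tfcp2l1* without LBRKO EpiLC 4 (1.07). Of 14 silencing genes 3 rose and 1 fell (adjusted p = 0.000472, estimated adjusted p = 0.0242), with *Dnmt3l* going from 146 ± 17.2 to 633 ± 76.6 CPM (2.12 ± 0.10) and *Morc1* (ENSMUSG00000022652.8, chromosome 16, 48251600 to 48451263) from 24.4 ± 1.12 to 84.1 ± 10.2 CPM (1.78 ± 0.06). Of 11 2-cell-like genes 10 fell (adjusted p = 4.76e-14, estimated adjusted p = 0.000948), *Zscan4c* from 2.77 to 0.204 CPM (-3.72 ± 0.49, and -4.37 without library LBRKO EpiLC 4). On the first principal component LBRKO EpiLC replicates 1 and 2 lay at 82.9 and 84.4, replicates 3 and 4 at 97.0 and 93.5 and the 8 WT EpiLC libraries at 110.1 to 115, so the LBRKO libraries fell into the same pairs as by *Lbr*, and the labels do not say whether these are clones.

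Cholesterol synthesis genes in LBRKO EpiLCs were higher as a list, with a median of 0.52 and no member past 2-fold (adjusted p = 1.22e-14, estimated adjusted p = 0.0404), such as the enzymes of the mevalonate path *Mvd* (0.87 ± 0.11) and *Hmgcs1* (0.72 ± 0.10), which passed 2-fold against WT replicates 1 to 4 alone (1.26 and 1.10). LBR itself has sterol reductase activity. Neural genes fell in 3 of 13 cases (adjusted p = 0.00106, estimated adjusted p = 0.00481), *Nes*, an intermediate filament of neural progenitors, from 76.0 to 26.6 CPM (-1.51 ± 0.16), and fibroblast genes in 2 of 8 (adjusted p = 0.00897, estimated adjusted p = 0.0209). Calls lost with an estimated correlation were p53 targets (no member), core genes (no member), germline genes (2 lower of 14) and mitochondrially encoded genes (no member), with adjusted p = 0.214, 0.254, 0.214 and 0.456. Genes named in the study's text numbered 3 higher and 1 lower, or 4 and 1 adjusted over the list alone. In all 712 genes rose and 615 fell, 672 and 535 against the matched WT. Of TE families 10 rose and 3 fell, with 9 higher against the matched WT. Of 25 IAP families 2 rose, IAPEy-int from 8.53 to 18.5 CPM (1.12 ± 0.13), and MERVL-int fell from 185 ± 33.5 to 86.8 ± 28.1 CPM (-1.09 ± 0.17), a change of -0.85 and no longer past 2-fold against the matched WT. It was not past 2-fold without library LBRKO EpiLC 1 (-0.95) or LBRKO EpiLC 2 (-0.96), and IAPEy-int was not with replicate number as a block (0.98). L1MdA_I stood at 0.73 ± 0.15, and 1 of its copies rose over 10-fold.

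TKO EpiLCs were compared with WT EpiLCs for the effect of losing lamins after the passage. *Apoa2* rose from 0.111 to 5.63 ± 0.926 CPM (5.59 ± 0.33, adjusted p = 6.67e-17, and 6.22 without library WT EpiLC 8), *Nod1* from 1.41 to 27.3 ± 2.87 CPM (4.27 ± 0.16), and *Tlr2*, another receptor of innate immunity, from 1.5 to 11.8 CPM (2.98 ± 0.20). *Igsf23* fell from 15.3 to 1.12 CPM (-3.77 ± 0.16), and *Oasl2*, an antiviral gene, from 7.67 to 1.79 CPM (-2.10 ± 0.24). Of 11 2-cell-like genes 8 fell, or 9 adjusted over the list alone (adjusted p = 9.58e-07, lost with an estimated correlation at adjusted p = 0.0609), with *Zscan4c* at -1.85 ± 0.43. Of 19 p53 targets 1 rose (adjusted p = 0.00625, lost at adjusted p = 0.341), and *Cdkn1a* stood at 0.33. The other 19 lists had no call, and no core, primed, primitive endoderm, trophectoderm, silencing, germline or H3K9 gene changed, with *Dnmt3l* at 0.81 ± 0.10, *Morc1* at 0.18 and *Gata6* at 0.62. In all 336 genes rose and 346 fell, 224 and 271 against the matched WT, and 719 and 477 against WT replicates 5 to 8, so that the higher share was 60.1% there against 49.3%.

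MMERGLN-int rose in TKO EpiLCs from 3.6 ± 1.21 to 178 ± 31.8 CPM (5.64 ± 0.21, adjusted p = 1.12e-22) and L1MdA_I from 374 ± 51.5 to 1303 ± 116 CPM (1.80 ± 0.15, adjusted p = 3.01e-12). Of 8 young LINE-1 families 3 rose, with L1MdA_II at 1.11 ± 0.13 and, against the matched WT, at 0.99 and no longer past 2-fold, and of 13 B1 and B2 families 1 rose. No IAP family was called (1 at an unadjusted p under 0.05, 0 by DESeq2), with IAPEz-int at -0.14, and MERVL-int stood at -0.93 but passed against the matched WT (-1.11). In all 8 families rose and 3 fell, with 5 higher against the matched WT. Of L1MdA_I copies 89 rose over 10-fold, 83 against the matched WT. Library TKO EpiLC 1 had 18.1 background reads per Mb per M, above the other 3 at 7.12 to 8.34.

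QKO EpiLCs were compared with WT EpiLCs to see what the loss of lamins and LBR together did after the passage. *Gata6* (ENSMUSG00000005836.11, chromosome 18, 11052064 to 11085635), a transcription factor that specifies primitive endoderm, rose from 0.372 ± 0.0919 to 2.90 ± 0.668 CPM (2.96 ± 0.27, adjusted p = 3.83e-12), with *Pdgfra*, a growth factor receptor of that lineage (2.56 ± 0.27), and *Hnf4a* (4.31 ± 0.24). *Sox7* fell (-2.27 ± 0.42), and the list of 19, with 3 higher and 3 lower, gave no call. *Mdm2* (ENSMUSG00000020184.16, chromosome 10, 117524780 to 117546663), the ubiquitin ligase of p53, rose from 126 ± 15.2 to 316 ± 6.18 CPM (1.32 ± 0.08, adjusted p = 2.77e-18). *Cdkn1a* (ENSMUSG00000023067.15, chromosome 17, 29309950 to 29319701), which encodes the cell cycle inhibitor p21, rose from 58.1 ± 11.1 to 141 ± 8.56 CPM (1.28 ± 0.09). Of 19 p53 targets 8 rose and none fell (adjusted p = 3.48e-09, estimated adjusted p = 0.00603). *Morc1* rose from 24.4 ± 1.12 to 93.2 ± 2.87 CPM (1.93 ± 0.06, adjusted p = 4.7e-28), *Dnmt3l* to 613 ± 49.9 CPM (2.07 ± 0.10), *Tex19.1*, a germline inhibitor of retrotransposition, by 1.5 ± 0.14 and *Piwil2* by 1.39 ± 0.08. Of 14 silencing genes 8 rose and 1 fell (adjusted p = 3.08e-05, estimated adjusted p = 0.00998), and of 14 germline genes 4 rose (adjusted p = 0.00054, estimated adjusted p = 0.039), such as the meiotic gene *Hormad1* (1.73 ± 0.11). *Kdm5d* rose by 4.07 ± 0.19 and *Zfy1* by 4.44 ± 0.19 among 6 Y-linked genes, of which 1 fell (adjusted p = 7.07e-07, estimated adjusted p = 0.00541).

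Naive genes rose in 6 of 14 cases in QKO EpiLCs and 1, *Nanog*, fell (-1.40 ± 0.17), though it was -0.80 and not past 2-fold against WT replicates 5 to 8. Those that rose included *Nr0b1* at 1.79 ± 0.18, *Esrrb* at 1.5 ± 0.09 and *Zfp42* at 1.26 ± 0.13. *Fgf5* (0.31) and *Otx2* (0.49) were not past the thresholds. Of 15 mesendoderm genes 5 rose and 1 fell, with the ligands *Wnt5a* at 2.55 ± 0.31 and *Wnt8a* at 2.5 ± 0.33, and of 11 2-cell-like genes 1 rose and 10 fell. Of 10 mitochondrially encoded genes 6 rose, *mt-Nd2* from 239 ± 57.4 to 686 ± 313 CPM, and of 8 fibroblast genes 4 fell. These lists had calls that were lost with an estimated correlation, with adjusted p = 0.219 for naive, 0.09 for mesendoderm, 0.363 for 2-cell-like, 0.373 for mitochondrial and 0.0564 for fibroblast genes, and cholesterol genes too (1 lower of 21, adjusted p = 0.55). Antiviral genes went both ways without a call, with 3 higher of 25, such as the RNA sensor *Rigi* (1.14 ± 0.20), and 5 lower, such as *Oasl2* (-2.61 ± 0.25) and *Ifih1* (-1.60 ± 0.58), whose call ended without library QKO EpiLC 1 (-1.25, adjusted p = 0.0791). *Kif1a*, a kinesin motor, fell from 119 ± 13 to 8.37 ± 0.483 CPM (-3.83 ± 0.12). Genes named in the study's text, not independent evidence, numbered 13 higher and 1 lower. In all 3048 genes rose and 1909 fell, 2925 and 1795 against the matched WT.

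**Figure D3:**
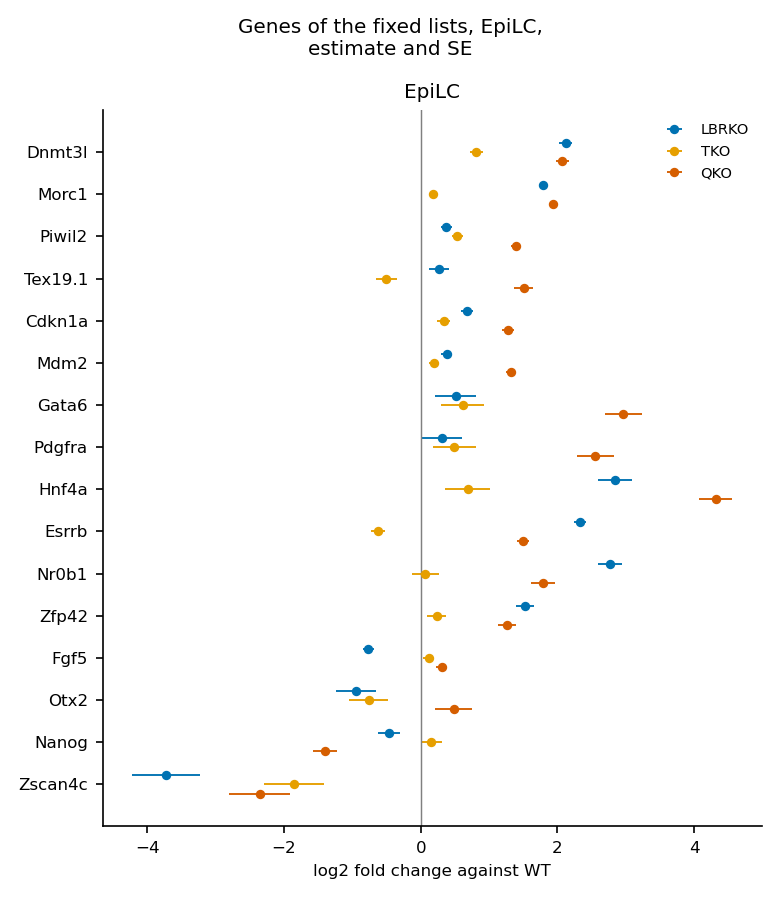
Log2 fold change against WT EpiLCs of 16 named genes, with a point per mutant and bars for the SE. *Morc1* lies at 1.93 in QKO and 1.78 in LBRKO but 0.18 in TKO EpiLCs, whereas *Gata6* lies at 2.96 in QKO and 0.62 in TKO.

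L1MdA_I rose in QKO EpiLCs to 2946 ± 394 CPM (2.98 ± 0.15, adjusted p = 1.15e-19), MMERGLN-int to 180 ± 17.9 CPM (5.66 ± 0.21), and IAP1-MM_I from 3.97 ± 0.512 to 29.2 ± 1.52 CPM (2.88 ± 0.12). Of 8 young LINE-1 families 7 rose (median 1.34) and of 25 IAP families 14 rose (median 1.06), with IAPEz-int at 0.66 ± 0.08. Of 3 satellites 2 rose, MMSAT4 from 78.0 to 197 CPM and the major satellite GSAT_MM from 4.41 to 9.40 CPM (1.09 ± 0.19, and 0.93 without library QKO EpiLC 1). Of 4 ERVK families named in the study 2 rose, of 5 ETn and MusD families 1 rose, of 13 B1 and B2 families 1 rose, and no MERVL family did. In all 297 families rose, 223 of them LTR families, and none fell by edgeR (1 lower at an unadjusted p under 0.05, 298 higher and 0 lower by DESeq2). Against the matched WT 465 rose. Of L1MdA_I copies 342 rose over 10-fold, 312 against the matched WT.

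QKO was then compared with TKO EpiLCs, for what the disruption of *Lbr* added after the passage. *Phf11d* rose by 3.98 ± 0.13, *Wnt5a* by 3.75 ± 0.43, *Hnf4a* by 3.63 ± 0.30, *Gata6* by 2.35 ± 0.34 (adjusted p = 3.28e-07), *Esrrb* by 2.12 ± 0.11, *Morc1* by 1.75 ± 0.07, *Dnmt3l* by 1.26 ± 0.12 and *Mdm2* by 1.13 ± 0.09, while *Irx3*, a homeobox gene, fell (-2.95 ± 0.32). Of 19 p53 targets 6 rose (adjusted p = 7.05e-07, estimated adjusted p = 0.0301) and of 14 germline genes 5 (adjusted p = 0.000126, estimated adjusted p = 0.0301). Of 14 silencing genes 6 rose and 2 fell (adjusted p = 0.000869, estimated adjusted p = 0.0365) and of 6 Y-linked genes 2 rose (adjusted p = 1.46e-07, estimated adjusted p = 0.00611). In contrast 4 of 8 fibroblast genes fell (adjusted p = 0.0199, estimated adjusted p = 0.0365). Naive genes (5 higher and 1 lower of 14), mesendoderm genes (7 higher, and 1 lower adjusted over the list alone), mitochondrial genes (4 higher) and cholesterol genes (1 and 1) had calls that an estimated correlation ended (adjusted p = 0.07, 0.0626, 0.405 and 0.709). Genes numbered 2333 higher and 1237 lower and TE families 249 and 1. IAP families rose in 11 of 25 cases, IAP1-MM_I by 2.32 ± 0.15, and young LINE-1 families in 3 of 8, L1MdA_I by 1.18 ± 0.18 (adjusted p = 8.93e-07).

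The interaction term in EpiLCs passed for 1191 genes above and 692 below the sum of the single changes. *Zfy1* (5.72 ± 0.40), *Wnt5a* (4.78 ± 0.57), *Gata6* (1.84 ± 0.46) and *Pdgfra* (1.75 ± 0.45) lay above it, and the cholesterol enzymes *Mvd* (-1.59 ± 0.17), *Tm7sf2* (-1.39 ± 0.19) and *Msmo1* (-1.31 ± 0.14) below it. *Morc1* (-0.03), *Mdm2* (0.75) and *Cdkn1a* (0.27) were not past the thresholds. Of 14 germline genes 7 lay above (adjusted p = 3.52e-09, estimated adjusted p = 0.00252), of 11 2-cell-like genes 10, or 11 adjusted over the list alone (adjusted p = 2.58e-08, estimated adjusted p = 0.0156), of 15 mesendoderm genes 5 (adjusted p = 0.00134, estimated adjusted p = 0.029), and 6 of 21 cholesterol genes lay below (adjusted p = 5.14e-16, estimated adjusted p = 0.0392). Of TE families 50 lay above and 2 below.

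Interaction terms with stage asked whether the passage from mES cells to EpiLCs differed between each mutant and WT. In LBRKO, 731 genes were more raised or less lowered than in WT and 674 the opposite, with *Lefty1* (7.54 ± 0.71), *Lefty2* (6.96 ± 0.40), *Nr0b1* (2.94 ± 0.25) and *Esrrb* (2.38 ± 0.13) above. Naive genes stood above in 7 of 14 cases (adjusted p = 2.36e-19, estimated adjusted p = 7.2e-06). In TKO, 440 genes lay above and 269 below, with *Sox11* (3.32 ± 0.19) and *Fgfr2* (2.80 ± 0.23) above, 4 of 19 primitive endoderm genes, or 5 adjusted over the list alone (estimated adjusted p = 0.0021), and 3 of 13 neural genes (estimated adjusted p = 0.0021). In QKO, 1623 lay above and 1332 below, with *Wnt5a* (7.08 ± 0.69), *Fgfr2* (4.67 ± 0.26), *Gata6* (2.58 ± 0.45), *Morc1* (1.98 ± 0.08) and *Cdkn1a* (1.71 ± 0.13) above and *Tmem132d* (-6.22 ± 0.49, and -7.93 with WT replicates 1 to 4) below. Lists above in QKO were primitive endoderm (8 above and 1 below of 19, or 9 and 1 adjusted over the list alone, adjusted p = 1.41e-06, estimated adjusted p = 0.000166), p53 targets (7 of 19, adjusted p = 1.26e-11, estimated adjusted p = 0.00159) and silencing (6 of 14, adjusted p = 6.39e-06, estimated adjusted p = 0.00595). Of 25 antiviral genes 11 stood above (adjusted p = 0.0101), a call lost with an estimated correlation (adjusted p = 0.0522).

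Genes called in a mutant were then compared between mutants that share the same WT libraries. In mES cells TKO and QKO shared 524 higher and 627 lower genes, against 66.5 and 58.7 for independent lists of those sizes, which leave out that the mutants share the WT. The numbers were 418 and 491 when each mutant was set against a different set of 4 WT libraries (443 and 494 with the sets exchanged). Of the genes lower in TKO 2 were higher in QKO. LBRKO and QKO mES cells shared 167 higher and 193 lower genes, against 75.8 and 50.7 for independent lists, with 161 and 151 or 102 and 143 on separate WT, but 110 genes higher and 145 lower in LBRKO moved the opposite way in QKO. LBRKO and TKO mES cells shared 40 higher and 138 lower genes (19.22 and 28.7 for independent lists, 28 and 106 or 31 and 92 on separate WT), with 101 and 82 of opposite direction. In EpiLCs the pattern differed, with 446 higher and 319 lower genes shared by LBRKO and QKO (92.7 and 50.2 for independent lists, 417 and 262 or 366 and 252 on separate WT) and 14 and 29 of opposite direction. TKO and QKO EpiLCs shared 233 and 210 genes (43.8 and 28.2 for independent lists, 166 and 163 or 235 and 184 on separate WT), and LBRKO and TKO EpiLCs 46 and 77 (10.2 and 9.09 for independent lists, 35 and 55 or 24 and 55 on separate WT), with 29 and 13 of opposite direction.

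Genes were also grouped by chromosome, with medians given relative to the autosomal median of each comparison. In LBRKO, genes of chromosome 6 stood at 0.35 in mES cells (camera adjusted p = 1.8e-14) and 0.37 in EpiLCs (adjusted p = 2.05e-17), with all 8 libraries alike, and 76.4% and 81.1% of 1167 genes lay above the autosomal median. Of the genes that rose in LBRKO 114 of 716 in mES cells and 90 of 712 in EpiLCs lay on that chromosome, among them the homeobox gene *Tlx2* (2.30 ± 0.29) and the imprinted *Peg10* (1.56 ± 0.24, matched 1.11) in mES cells and the germline gene *Asz1* (1.87 ± 0.26) in EpiLCs. In TKO and QKO the chromosome 6 median was lower than in WT, at -0.16 in TKO mES cells (adjusted p = 0.0443), -0.11 in QKO mES cells (adjusted p = 0.663), -0.11 in TKO EpiLCs (adjusted p = 0.267) and -0.07 in QKO EpiLCs (adjusted p = 0.958). The 14 tested genes of chromosome Y stood at 1.49 in QKO mES cells (adjusted p = 4.01e-15), 1.57 in QKO EpiLCs (adjusted p = 7.31e-08) and 0.65 in TKO mES cells (adjusted p = 1.11e-05), against 0.32 in TKO EpiLCs (adjusted p = 0.267) and -0.35 in LBRKO mES cells (adjusted p = 0.0988). The authors' karyotypes show its loss in part of the WT and TKO cells. Unequal loss would move its genes alike, but of those listed only *Kdm5d* and *Zfy1* rose in QKO mES cells and another fell in EpiLCs. That argues against loss as the whole cause in QKO.

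**Figure D4:**
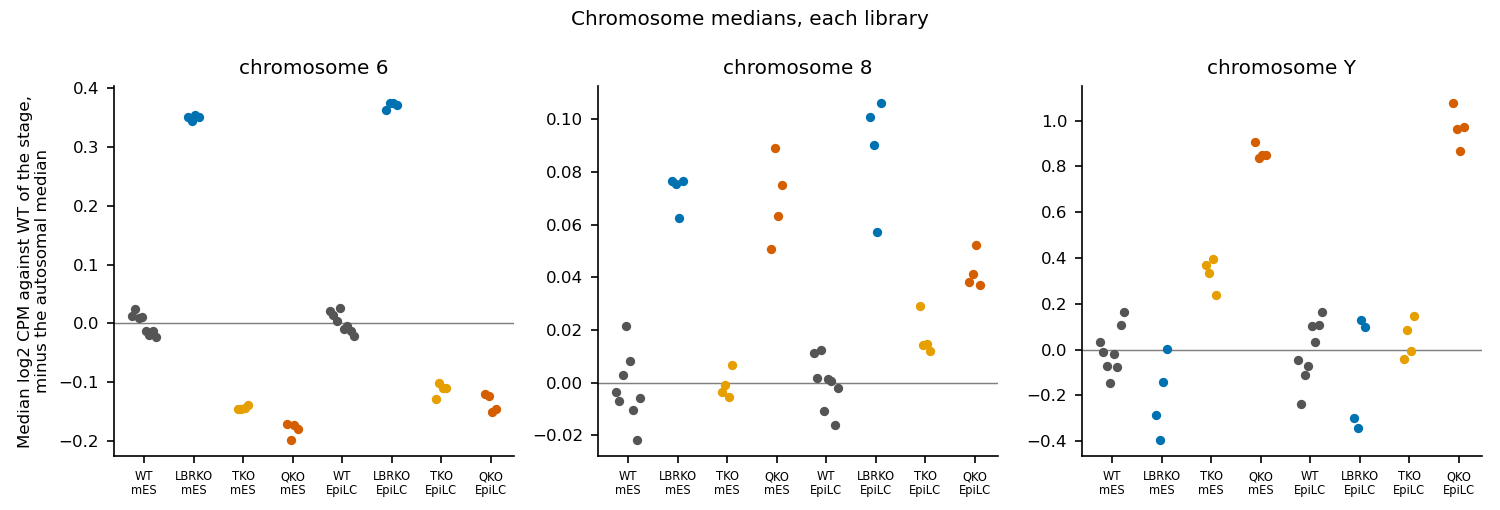
Median log2 CPM against WT of the stage, minus the autosomal median, for genes of chromosomes 6, 8 and Y, with each point a library and genes of mean log2 CPM above 3. Chromosome 6 lies between 0.34 and 0.37 in the 8 LBRKO libraries and between -0.20 and -0.10 in the 16 TKO and QKO libraries.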

Values the study reported

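In mES cells without lamins and LBR, the study reported 2,904 genes raised more than 2-fold against WT and 1,595 genes lowered. It counted 7 TE families raised at least 2-fold in LBR knockout mES cells, 27 in TKO and 338 in QKO mES cells. In QKO EpiLCs it counted 298 such families. For single copies of L1MdA_I raised at least 10-fold, it gave 550 in TKO and 684 in QKO mES cells. By karyotype, 75% of WT cells were of normal ploidy, and the others had lost chromosome Y, some of them with an additional chromosome 6 and an additional chromosome 8. All TKO populations carried an additional chromosome 8, and 1 of them lacked chromosome Y.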

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

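The test of exchanged labels and the number of splits drawn were chosen after results they concern had been seen. Library WT mES 7 had 9.87% of its counts on TEs against 6.73 to 7.71% in the other 7 WT mES libraries, with LINEs at 1.59% (others 0.928 to 1.13%), SINEs at 4.16% (2.699 to 3.37%) and LTR elements at 2.499% (1.56 to 1.92%). Background reads stood at 18.1 per Mb per M in TKO EpiLC 1, against 7.12 to 8.34 in the other 3, and at 3.79 in WT EpiLC 5, against 6.97 to 9.23 in the other 7. The 10 most abundant genes took 8.49% of counts in QKO EpiLC 3, against 7.35 to 7.51%. *Lmna* had 13.5 CPM in LBRKO EpiLC 3 (others 18.4 to 19.21 CPM), *Lmnb1* 499 CPM in LBRKO mES 4 (538 to 544 CPM) and *Lmnb2* 3.77 CPM in QKO mES 3 (2.11 to 2.30 CPM). In all, 10 of 104 groups of libraries held a value this far from the rest, where chance gives about 1 in 20 groups, here 5.2.

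Effects differed between groups by a test of the difference itself. The change in QKO differed from the sum of the LBRKO and TKO changes for 1755 genes in mES cells and 1883 genes in EpiLCs. The passage from mES cells to EpiLCs differed from that of WT for 1405 genes in LBRKO, 709 in TKO and 2955 in QKO.

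TE counts rose in QKO at both stages. Copies at least 5 kb outside genes rose by a median log2 fold of 1.81 over the called families in mES cells and 1.504 in EpiLCs, which argues against reads of host genes as the whole cause, and they rose more than copies inside uncalled genes, by 0.83 and 0.60, which argues against more unspliced RNA as the whole cause. Genomic DNA or uniform background would add about equally to every repeat. The median called family added 4.09 times the reads per kb of ancient copies far from genes in EpiLCs, which argues against background there. It added 1.61 times in mES cells, where at most 2 was set to mark background. Ancient copies are TEs, and their derepression would lower the ratio too, so it cannot decide here. Background may account for part of the families called there, though 42.5% of them added over 2 times as much as ancient copies. L1MdA_I, MMERGLN-int and RLTR45-int added 9.64, 5.33 and 43.6 times as much, and derepression by the loss of lamins and LBR stays open as a biological hypothesis.

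Other splits of the same libraries asked whether chance can be excluded for these counts. Each count was refitted on the compared libraries alone, so it differs from that in the report, and 100 splits were drawn, or all 35 for QKO against TKO, the real split included. As many genes came from 1 of 100 splits for WT EpiLCs against mES cells (5384, highest other split 3589, with 7 libraries of a stage together), TKO mES cells (1104, highest other 0), QKO mES cells (3170 and 470), LBRKO EpiLCs (1132 and 11), TKO EpiLCs (504 and 1) and QKO EpiLCs (4393 and 1). For QKO against TKO it was 1 of 35, with 1342 genes in mES cells (highest other 1) and 3091 in EpiLCs (highest other 0). As many TE families came from 1 of 100 splits for WT EpiLCs (37 and 19), TKO mES cells (28 and 9), QKO mES cells (376 and 247), LBRKO EpiLCs (10 and 0), TKO EpiLCs (11 and 0) and QKO EpiLCs (333 and 0), and from 1 of 35 for QKO against TKO in mES cells (61 and 0) and EpiLCs (317 and 0). The L1MdA_I copies over 10-fold did so from 1 of 100 splits in TKO mES cells (214 and 0), QKO mES cells (336 and 0), TKO EpiLCs (49 and 1) and QKO EpiLCs (259 and 0). Chance is excluded for these at 0.05, and the highest splits for genes and families of QKO mES cells and for families of TKO mES cells exchanged WT mES 7 with a mutant library, which points to the TE content of that library as a structure of the samples.

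For LBRKO mES cells 2 of 100 splits gave as many genes (1077, highest other split 1420) and families (4 and 20), under 0.05. The larger result came with WT mES 7 and LBRKO mES 2 exchanged, which are the WT library with most TE counts and the LBRKO library with fewest. With the matched WT the counts were 593 higher and 629 lower, and no family was higher by edgeR (3 at an unadjusted p under 0.05). A swap of their labels might produce this, but the chromosome 6 median, 0.35 in the other LBRKO mES libraries, was 0.34 in LBRKO mES 2 and -0.01 in WT mES 7, which argues against it. A difference between libraries in TE content stays open, and its cause was not tested.

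For the interaction of joint loss, 2 of 100 splits gave as many genes in mES cells (1633, highest other 2497) and in EpiLCs (1881 and 2446), each larger one with QKO replicates 2 to 4 together in another group, so that genotype itself entered it. With WT replicates 1 to 4 the counts were 1062 above and 906 below the sum in mES cells and 1217 and 755 in EpiLCs. For the EpiLC step 1 of 100 splits did so in LBRKO (1276 and 409) and QKO (2837 and 1113), but 2 of 100 in TKO (624 and 1326). The larger split for TKO set WT mES replicates 5 to 8 against the mES libraries of lower depth. Within the matched depth set 615 genes differed in the TKO step. A part played by depth set stays open. These splits mix genotypes and remove their effects, so shares under 0.05 do not exclude chance for the 5 interactions.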

How the results depend on the processing

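A term for depth set and the omission of 5 libraries in doubt were chosen after the data were seen, and 4 of those libraries (WT mES 7, LBRKO mES 4, WT EpiLC 7 and LBRKO EpiLC 3) were picked for their share of counts on TEs, which is itself an outcome. Results that changed sign were not past their thresholds before or after, and are given at the end of this part. DESeq2 (62 results), its size factors in edgeR (34), chromosomes 6, 8 and Y left out (25) and TE shares over gene counts alone (7) left every result tested on its side of the threshold, with counts within 1.5 times. Copies outside genes and all TE copies in a single fit left the 4 counts of L1MdA_I copies within 1.5 times, and leaving out each library in turn kept 575 cases on their side of the threshold (counts within 1.5 times), with 10 stronger, 14 weaker and 1 of changed sign. For the 238 named genes and TE families, DESeq2, its size factors, no count filter and the omission of the libraries in doubt changed no call. Changes by the choice of WT libraries or by a single library are given with the genes, a replicate block made 3 stronger and 1 weaker, and a depth term 1 and 1. The cause of the changes below was not tested, except where fewer libraries or another definition are the alternative itself.

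Counts of TE families depended on which WT libraries were used, on a replicate block or depth term and on single libraries. Families higher in QKO mES cells numbered 287 with all libraries, 597 with WT replicates 1 to 4, 190 with WT replicates 5 to 8, 438 with a depth term and 443 without the libraries in doubt, and without each library in turn 226 to 447, the highest without WT mES 7. For QKO EpiLCs the 297 became 465 with WT replicates 1 to 4, 490 with a depth term and 505 with a replicate block. The 24 of TKO mES cells became 41 with WT replicates 1 to 4 and 38 without the libraries in doubt, with 22 to 38 when single libraries were left out and 38 without WT mES 7. The 8 of TKO EpiLCs became 5 with WT replicates 1 to 4 and 16 with replicates 5 to 8. For LBRKO mES cells the 6 became 49 with WT replicates 1 to 4, 0 with replicates 5 to 8 (3 at an unadjusted p under 0.05 by edgeR), 2 with a depth term, 30 with a replicate block, 10 without the libraries in doubt and 3 with only the groups compared. Single omissions gave 3 to 18, with 3 without WT mES 4, LBRKO mES 3 or LBRKO mES 4, 10 without LBRKO mES 2 and 18 without WT mES 7. For LBRKO EpiLCs the 10 became 16 with WT replicates 1 to 4, 21 with a replicate block and 6 without the libraries in doubt, with 6 to 19 for single omissions, 19 without LBRKO EpiLC 1 and 6 without LBRKO EpiLC 3. The 27 of WT EpiLCs against mES cells became 14 with WT replicates 5 to 8 and 14 with only the groups compared.

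Genes changed in LBRKO mES cells numbered 1171 higher and 1286 lower with a replicate block, which had no support from pairing of libraries, and 1304 and 1252 with WT replicates 1 to 4. Single omissions gave 679 to 1149 lower, the highest without LBRKO mES 2. With WT replicates 5 to 8, 989 genes were higher in TKO mES cells and 719 in TKO EpiLCs. L1MdA_I copies without a count filter numbered 753 in TKO mES cells, 1066 in QKO mES cells, 140 in TKO EpiLCs and 592 in QKO EpiLCs, and over 2-fold 739, 553 and 749 in TKO mES cells, TKO EpiLCs and QKO EpiLCs. Scaling on TE copies, which rose as a class, gave 146 in QKO EpiLCs.

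The share of counts on TEs was 1.46 points higher in LBRKO mES cells against WT replicates 1 to 4 (exact permutation p = 0.0286), and single omissions gave 0.674 to 1.40, with 1.40 without WT mES 7 or LBRKO mES 2 and 0.674 without LBRKO mES 4. In LBRKO EpiLCs the 1.05 points became -0.00210 without LBRKO EpiLC 3 and 1.62 without LBRKO EpiLC 2. Against WT replicates 5 to 8 the difference was 1.28 in TKO mES cells (exact permutation p = 0.114) and 1.197 in TKO EpiLCs (exact permutation p = 0.143). In TKO EpiLCs 10 of the 12 single omissions raised the unadjusted exact permutation p above 0.05, with differences from 0.909 (without WT EpiLC 5) to 1.34. In WT EpiLCs the range was 0.683 to 1.24, with 1.24 without WT mES 7 and 1.12 without WT EpiLC 5.

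With an estimated in place of the preset correlation, gene lists past the test fell from 9 to 4 in LBRKO mES cells, from 6 to 2 in TKO mES cells, from 5 to 1 in QKO against TKO mES cells, from 2 to 0 in TKO EpiLCs, from 11 to 5 in QKO EpiLCs, from 10 to 6 in QKO against TKO EpiLCs, from 8 to 3 for joint loss in mES cells, from 6 to 1 for the LBRKO step and from 5 to 3 for the TKO step. With the preset correlation, the 9 of LBRKO mES cells became 5 with WT replicates 1 to 4, the 5 of QKO against TKO mES cells 3 with a replicate block, the 8 of joint loss in mES cells 5 with WT replicates 5 to 8, and the 5 of the TKO step 8 with WT replicates 1 to 4. The chromosome Y median stood at -0.21 in LBRKO, 0.80 in TKO and 1.86 in QKO mES cells with WT replicates 1 to 4, and at 1.16 in QKO mES cells with replicates 5 to 8. In EpiLCs it was 0.27 in LBRKO and 1.74 in QKO with replicates 1 to 4, and 0.38 in LBRKO with replicates 5 to 8. On separate WT libraries LBRKO and QKO mES cells shared 102 higher genes, and LBRKO and TKO EpiLCs 24. Depth, at 22.6 to 48.9 M gene counts, limits folds of genes with few or no reads in a group.

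Named genes and families that changed sign were close to 0 with all libraries, apart from *Nanog* in LBRKO EpiLCs, which went from -0.47 to 0.14 with WT replicates 5 to 8. *Nanog* in TKO mES cells stood at -0.28 with a replicate block, -0.0181 without a count filter, -0.0633 with WT replicates 1 to 4 and -0.28 with a depth term, and in QKO mES cells at -0.30, -0.0670, -0.0754 and -0.30. Without the libraries in doubt *Nanog* in QKO mES cells stood at -0.0101, and single omissions gave -0.0082 (without WT mES 7) to 0.0363, with -0.0021 without WT mES 5. *Mdm2* in QKO mES cells stood at -0.0543 without a count filter and -0.0495 with WT replicates 1 to 4, and single omissions gave -0.0041 (without WT mES 6) to 0.0585. IAPEz-int in TKO mES cells stood at 0.0293 with a replicate block, 0.0300 with a depth term and 0.0822 with WT replicates 1 to 4, and *Lbr* in TKO mES cells at 0.0093 with a block and 0.0112 with a depth term. Single omissions took the interaction of *Morc1* in EpiLCs from -0.0962 to 0.0288 (without LBRKO EpiLC 2), with 0.0124 without LBRKO EpiLC 1.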

Other observations

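The test for chromosome 6 was chosen after the result it concerns was seen. Imprinted genes, which are expressed from a single parental allele, moved one by one in the mutants without a call for the list in any of the 6 comparisons of a mutant with WT. *Slc38a4* fell in LBRKO, from 7.16 ± 1.11 to 2.69 ± 0.326 CPM in mES cells (SD, n = 8 and 4) and from 51.7 ± 6.20 to 19.9 ± 1.74 CPM in EpiLCs, and rose in TKO, to 141 ± 6.28 and 158 ± 17.5 CPM. *Grb10*, an adaptor that restrains growth factor signalling, fell in EpiLCs of LBRKO (log2 fold change -1.27 ± 0.07, SE) and of QKO (-2.13 ± 0.07), and *Peg3*, a zinc finger gene, rose in QKO EpiLCs from 153 ± 8 to 440 ± 20.4 CPM. In QKO mES cells the neighbours *Rtl1* (1.45 ± 0.14) and *Mirg* (1.17 ± 0.14) of the *Dlk1* locus rose, whereas *Phlda2* fell (-1.33 ± 0.18). In LBRKO mES cells *Mest* (1.32 ± 0.13) and *Sgce* (1.43 ± 0.19) rose, and both lie on chromosome 6, whose genes stood higher as a whole. Against the matched WT *Mest* stood at 0.95 and was no longer past 2-fold.

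Genes outside the lists also stood out. In LBRKO mES cells *Aurkc*, a kinase of meiosis, fell from 8.53 ± 2.02 to 0.897 ± 0.180 CPM, and *Tex13b* rose from 1.40 ± 0.410 to 6.81 ± 0.669 CPM. In QKO mES cells *Scnn1a*, a subunit of the epithelial sodium channel, fell from 5.31 ± 1.19 to 0.171 ± 0.0701 CPM. In LBRKO EpiLCs *Nlrc4*, an inflammasome gene, rose from 3.21 ± 1.83 to 23.1 ± 2.87 CPM (2.81 ± 0.23, and 3.85 against WT replicates 1 to 4) and *Aire*, known from the thymus, from 3.69 ± 0.586 to 22.3 ± 2.09 CPM. In QKO EpiLCs *Magea4*, a cancer-testis antigen, rose from 0.347 ± 0.0850 to 7.21 ± 0.746 CPM, and *Gjb2*, a connexin, fell from 6.19 ± 0.841 to 0.225 ± 0.0804 CPM. Trophectoderm genes of QKO mES cells split, with *Gata3* (2.36 ± 0.22) and *Tfap2a* (1.63 ± 0.08) among 3 higher and *Krt18* (-1.70 ± 0.17) among 3 lower of 12.

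Genes on chromosome 6 were higher in both LBRKO groups, and an extra copy of the chromosome in part or all of the cells may account for it. They were also lower than in WT in all 16 TKO and QKO libraries, between -0.20 and -0.10, which an extra copy in part of the WT cells might explain. Karyotypes given by the authors include such a copy in part of the WT cells. A test asked that at least 70% of chromosome 6 genes lie above the autosomal median in both LBRKO stages, and the lower of the stages gave 76.4%. That share restates the shift already seen, so it cannot tell an extra copy from another shift of the whole chromosome. Chromosome 8 genes were also slightly higher in the 8 LBRKO libraries, by 0.06 to 0.11 against -0.02 to 0.02 in the WT libraries, without a call for the chromosome in mES cells (adjusted p = 0.146) or EpiLCs (adjusted p = 0.26). That rise was not confined to LBRKO, as the QKO libraries stood at 0.04 to 0.09. What share of the cells of any of these libraries carried an extra copy was not tested. Whether an extra chromosome 6 affects *Lefty1*, *Lefty2*, *Dnmt3l* and *Esrrb*, on other chromosomes, was not tested.

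An extra copy of chromosome 8, frequent in mouse ES cells, was tested for TKO and QKO. The chromosome 8 median lay above every other autosome in 0 of 4 comparisons with WT, so these data argue against a copy that sets most cells of the mutants apart from WT. Karyotypes given by the authors found an extra copy of this chromosome in TKO cells and in part of the WT cells. The difference this would leave was not seen in the TKO counts, and the reason was not tested. Whether the small rise in QKO reflects such a copy in part of the cells was not tested either. Sequence of the donor strain left around the targeted loci may change genes near them: genes within 10 Mb of *Lmna*, *Lmnb1* and *Lmnb2* were called in TKO mES cells 1.06 times as often as elsewhere (56 of 825 genes), at percentile 68.7 of 2000 random sets of loci, which argues against it.

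Genes higher in QKO mES cells lay beside TE copies that rose. Of 2478 such genes 23.3% had a called copy outside genes within 10 kb, against 9.28% of as many uncalled genes of matched expression, a ratio of 2.51 (Fisher's exact test, two-sided, p = 1.67e-41). A candidate explanation is that such copies drive or extend neighbouring transcripts, but reads that run on from a gene into a copy beside it would give the same ratio, and the order of events was not tested.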
